A study of Drosophila melanogaster with 13 samples. Its data were reported in "In situ dissection of domain boundaries affect genome topology and gene transcription in Drosophila" (2020).

How the data were processed

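In nucleus Hi-C with the restriction enzyme MboI was made by the authors from S2R+ cells, wild-type and 5 mutant clones, in 13 libraries. Groups were taken from the sample labels. Per the submitters' processing notes and the study's methods, reads were mapped with Bowtie2 to dm6 or to a mutant genome built in silico for each clone, and filtered, binned and balanced with HiC-Pro; the versions of both tools were not given in the sources used here. The deposited values are a balanced signal, the contact frequency of a bin pair after iterative correction (ICE), which the authors scaled to the smallest number of valid pairs. Replicates had been pooled, which left 18 matrices, 1 for each of 6 genotypes at bins of 1, 5 and 20 kb. Iterative correction makes every bin's total alike, so a change in the coverage of a region is hidden in the balanced values and is passed to its contacts with other regions.

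Whole counts lay behind the deposited signal and were recovered, because each value is a count divided by a factor for each of its bins. Between 99.997% and 100% of bin pairs came out whole within 0.05. The recovered counts gave the depth of each matrix, the counting intervals and the alternative without balancing. Their distribution showed that counts had been multiplied by a factor and rounded down, with a minimum of 1, in 5 of the 6 genotypes. The factors are estimates from the count values that occur too often, whose pattern correlated with that of the fitted factor at 0.773 to 0.934 at 1 kb, where they came to 0.878 in wild-type, 0.656 in 5pN-Δ102, 0.757 in 5pN-Δ343, 0.897 in 5pN-Δ755 and 0.906 in the enhancer mutant, against 1 in 5pN-Δ183. At 20 kb the estimated factors were nearer to 1 in 5pN-Δ102 (0.809), 5pN-Δ343 (0.87), 5pN-Δ755 (0.9475) and the enhancer mutant (0.952). They were unchanged in wild-type (0.878) and 5pN-Δ183. The depth at 20 kb, after this scaling, ran from 62463083 to 64023354 contacts. Read pairs carry no molecular identifiers, so intervals cover counting error only.

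Regions were set in wild-type coordinates of dm6 with the Ensembl annotation of the same assembly (BDGP6), whose X chromosome has the length used in the wild-type bins. B1 was the 1 kb bin holding the start of *Notch* and B2 the bin of lowest wild-type score inside the gene body. D1 and D2 were the parts of the gene between B1, the deleted enhancer, B2 and the gene's end. Limits of the *kirre* and *dnc* domains were the lowest wild-type scores at 5 kb, and the mega-domain ran from B2 to the far end of the widest gap between genes downstream. Bins of a mutant were moved to wild-type coordinates by the length of its deletion. *Notch* domains were measured at 1 kb, pairs with the *kirre* and *dnc* domains at 5 kb, and the mega-domain, with bin pairs at least 200 kb apart, at 20 kb.

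A region pair's value was the mean balanced signal over mapped bin pairs at least 2 bins apart, scaled to the matrix total. Its log2 ratio to wild-type was placed among those of all same-shape placements on 5 chromosome arms that had at least 80% of their bin pairs mapped and lay over 1.5 Mb from *Notch*; percentiles 2.5 and 97.5 bound the control range. The study's methods used a rank-sum test over bin pairs. Bin pairs of 1 matrix are not replicates, so that test was not run. The boundary score used squares of 10 by 10 bins. The score of a boundary was the lowest within 2 bins of it, and a change was set against that at the 200 wild-type boundaries nearest in strength. Boundaries were local minima over 5 bins with a score under -1.5. In the stricter setting those of wild-type needed a score under -2, while those of the mutants were still called under -1.5. A wild-type boundary was kept when a mutant boundary lay within 2 bins. Viewpoint shares came from recovered counts with 95% Wilson intervals. Each is a percent of the viewpoint's counts, in bin pairs at least 2 bins apart, with *kirre domain-2*, D1, D2 and the *dnc domain* together. The 5′ UTR viewpoint was the bin at 3135001 to 3136000. Moved by a deletion at B1, it draws in part on the bin before it, which holds sequence on both sides of that deletion. Promoters were compared through the 5 kb bin of the annotated start, and ranks needed at least 10 counts.

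Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyarrow 21.0.0 and matplotlib 3.10.9. The steps were tested on simulated data, with both matrices drawn from wild-type counts with counting error alone. For region pairs shaped like D1 with *kirre domain-2*, 20 blocks changed 2-fold all passed the range of 2764 unchanged placements, with a median log2 ratio of 1.00. The 20 changed 1.5-fold all passed that of 2761, with 0.60. For boundary scores 20 changed 2-fold all passed that of 559 unchanged boundaries, with a median of 0.99. Ranges in the data were wider, with upper limits of 1.23 to 1.79 at B1, so a boundary change of that size would not be called there in the main setting. In a separate simulation 100% of 240459 bin pairs gave back their counts.

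Groups, comparisons, regions by rule, most alternatives and the rule for named genes were fixed before the data were examined. The rule named the genes of the locus, 5 genes the study had named, the 5 promoters with the largest gain and the 5 with the largest loss of contact with the anchor in the enhancer mutant, the genes nearest to the 3 boundaries that weakened and the 3 that strengthened most per mutant, and the control loci. Chosen afterwards were undoing the rounding, comparing with well-covered boundaries alone, splitting D1 at the end of the low coverage, and splitting the *kirre* and *dnc* domains at steps of coverage in 5pN-Δ183. Promoters were at first kept only with 10 wild-type counts, which favours losses; all 50 were then counted, after those values had been seen. Alternatives covered the bin size, the scaling, the placements, the median in place of the mean, empty bin pairs, region edges, expected values by distance, unbalanced counts, score windows and the reference group. The *eve* locus, fixed as a control, was too short for its bins. Expression data of the study were not used here.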

Results

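In nucleus Hi-C, which reads out how often pairs of DNA segments lie close together in the nucleus, was performed in S2R+ cells, a *Drosophila* line derived from late embryos. It compared wild-type cells with 5 clones carrying CRISPR-Cas9 deletions at *Notch*, the X-linked gene of the Notch receptor. There were 13 libraries, 3 of wild-type cells and 2 of each mutant. Of the mutants, 4 carried deletions at the 5′ end of the gene and bear the number of deleted base pairs in their names (5pN-Δ102, 5pN-Δ183, 5pN-Δ343 and 5pN-Δ755), and the enhancer mutant lacked an enhancer in intron 5. The X chromosome of the mutant genomes was shorter by 102, 183, 343, 755 and 2534 bp.

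The files held 18 matrices, 1 pooled matrix for each of the 6 genotypes at bins of 1, 5 and 20 kb. Libraries of a genotype had been merged, so no difference reported here has a replicate check and no p-value is given. At 1 kb the matrices held 62750868 contacts in wild-type, 54245175 in 5pN-Δ102, 64019937 in 5pN-Δ183, 56983529 in 5pN-Δ343, 58243871 in 5pN-Δ755 and 58833014 in the enhancer mutant. These counts follow the scaling and rounding of the deposited values and do not rank sequencing depth. Divided by the factors estimated at 1 kb, 5pN-Δ102 held the most (8.28e+07) and 5pN-Δ183 the fewest (6.40e+07). At 20 kb the estimate for 5pN-Δ102 was 7.86e+07, so these depths are approximate. Each log2 ratio of mutant to wild-type was set against the central 95% of the ratios that region pairs of the same shape had elsewhere in the same matrices, called the control range here. A change was called a gain or a loss only outside that range. Values in parentheses after a log2 ratio are its 95% counting interval, which covers counting error only. Each mutant was compared with the same wild-type matrix, so a change that several mutants shared was not seen independently in each.

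The wild-type matrix placed *Notch* (dm6, X, 3134870 to 3172221, 9 exons) between a pair of boundaries. B1, the bin at 3134001 to 3135000, held the intergenic sequence between *kirre* and *Notch* and the transcription start in exon 1. Its boundary score, the log2 of mean contacts across a bin over those within its flanks, was -2.55. B2, the bin at 3163001 to 3164000, spanned the end of intron 5 and the start of exon 6, with a score of -3.07. D1 was the 25 kb from 3135001 to 3160000 and D2 the 8 kb from 3164001 to 3172000. Upstream lay *kirre* (2740384 to 3134532), which encodes a cell adhesion protein of myoblasts, divided into *kirre domain-1* (210 kb) and *kirre domain-2* (179 kb) at its smaller paralog *rst* (2950399 to 2973834). Downstream lay *dnc* (3176440 to 3343767), the gene of a cAMP phosphodiesterase, in the *dnc domain* (165 kb). Virtual 4C gave the share of a viewpoint's contacts per domain, out of those with *kirre domain-2*, D1, D2 and the *dnc domain* together. Contacts elsewhere are left out, so a lower share in any of these raises the others. A share is highest near the viewpoint by distance alone and serves here for comparisons between genotypes. In wild-type intron 1, inside D1, had 58.1% of its contacts in D1 (Wilson interval 56.6 to 59.7, 3800 contacts) and 5.13% in D2 (4.47 to 5.88), and exons 7 to 9, inside D2, had 59.0% in D2 (56.5 to 61.4, 1526 contacts) and 7.80% in D1 (6.56 to 9.25).

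**Figure D1:**
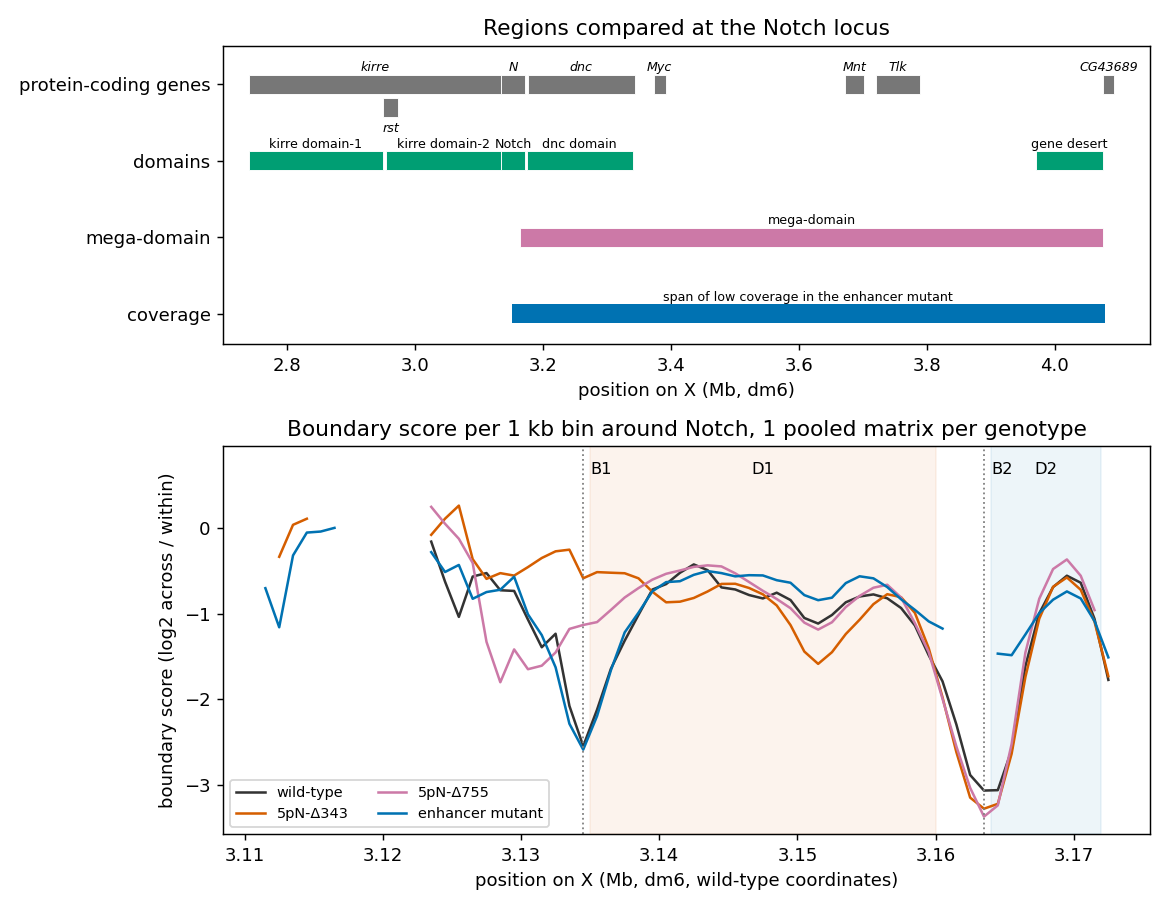
Top, map of the regions compared on the X chromosome (position in Mb, dm6). Bottom, boundary score (log2 of contacts across over within) per 1 kb bin around Notch for 4 of the genotypes, 1 line per pooled matrix with gaps where the window lacks mapped bins, and dotted lines at B1 and B2: the dip at B1 rises from -2.55 in wild-type to -0.58 in 5pN-Δ343, and at B2 wild-type dips to -3.07 while the line of the enhancer mutant has a gap over the deleted enhancer.

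5pN-Δ102 removed the promoter proximal sequence and asked what this part of B1 contributes. The clearest difference in this mutant was at the 5′ UTR of *Notch*, which had 41.9% of its contacts in *kirre domain-2* (36.4 to 47.6) against 24.8% in wild-type (20.9 to 29.2). Its share in D1 was 42.6% (37.1 to 48.3) against 61.9% (57.2 to 66.5). Both differences lay outside the control range, on 296 contacts in the mutant and 415 in wild-type. In the mutants of B1 the 5′ UTR viewpoint draws in part on the bin before it, which spans the deletion, and no other setting was run on it. Intron 1 showed a smaller shift, with 52.0% in D1 (50.2 to 53.8), 3.05% in D2 (2.49 to 3.74) and 15.9% in the *dnc domain* (14.7 to 17.3) against 10.7% in wild-type, each outside the range, while its 29.0% in *kirre domain-2* lay within it.

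Whole domains moved less in 5pN-Δ102. Contacts inside D1 had a log2 ratio of -0.26 (-0.34 to -0.18), within the control range of -0.33 to 0.32, and D1 with *kirre domain-2* had 0.09, also within. Across 13 alternatives the D1 ratio ran from -0.35 to -0.06, and recovered counts (-0.35) placed it below the range. Contacts of D1 with D2 fell to 0.701 of wild-type, a log2 ratio of -0.51 (-0.72 to -0.31). Those of *kirre domain-2* with the *dnc domain* fell to 0.820, at -0.29 (-0.41 to -0.17), and those inside the *dnc domain* rose by 0.11 (0.08 to 0.14). These 3 calls were close to their limits and ended under 6 of 13, 3 of 12 and 5 of 12 alternatives. The score of B1 differed by 0.40 (a higher score is a weaker boundary), within the range of the 200 wild-type boundaries nearest to it in strength. That value passed the range with windows of 20 bins (0.57) and against well-covered boundaries alone. It compares the lowest scores within 2 bins and does not show a larger difference just upstream. There the mutant scored 0.43 at 3132001 to 3133000 and 0.04 at 3133001 to 3134000, against -1.23 and -2.08 in wild-type. These single bins were not set against other boundaries.

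5pN-Δ183 removed the intergenic sequence upstream of the promoter. Contacts of the gene's domains did not leave their control ranges: D1 had a log2 ratio of -0.24, D2 -0.14, D1 with *kirre domain-2* -0.14 and D1 with D2 -0.53 (0.690 of wild-type, control range -0.64 to 0.34), a ratio as low as the called one in 5pN-Δ102. The call in this mutant was between the neighbours of the gene. *kirre domain-2* contacted the *dnc domain* 2.83-fold more often than in wild-type, a log2 ratio of 1.5 (1.42 to 1.59) against a control range of -0.28 to 0.59, on 1485 wild-type and 4232 mutant counts. This gain was the same call in 12 of 12 alternatives, from 1.16 to 1.54. It was not even across the domains. Recovered counts per 5 kb bin stepped up by 0.64 at 3050001, inside *kirre domain-2*, and down by 0.56 at 3230000, inside the *dnc domain*, and between these steps counts per 20 kb bin had a log2 ratio of 0.32 to wild-type. The gain was 2.17 between the parts of both domains inside the steps (240 to 1484 counts), 1.47 between *kirre domain-2* inside and the *dnc domain* outside them (control range -0.31 to 0.73, 394 to 1137), 1.4 between *kirre domain-2* outside and the *dnc domain* inside (-0.33 to 0.81, 264 to 708), and 0.94 between both parts outside (-0.28 to 0.81, 588 to 903). *kirre domain-1* with the *dnc domain* had 0.74 (0.63 to 0.84), at the edge of its range (-0.19 to 0.74), and 3 of 12 alternatives placed it above. Inside *kirre domain-2* the ratio was -0.32 and inside the *dnc domain* -0.24, both within ranges that lay below 0 in this matrix, and 4 of 12 alternatives placed the value for *kirre domain-2* below. The score of B1 differed from wild-type by -0.05, and its alternatives ran from -0.52 to 0.53. With windows of 40 bins the value of -0.13 lay below its range. B2 differed by -0.30, within the range, but by 0.88 at 5 kb bins, above it. The D1 share of intron 1 was 57.9% (56.5 to 59.3) and all 12 viewpoint shares stayed within the range.

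5pN-Δ343 removed both sequences, and D1 exchanged contacts of its own for contacts with the upstream domain. Contacts inside D1 fell to 0.517 of wild-type, a log2 ratio of -0.95 (-1.04 to -0.86, control range -0.31 to 0.34), while D1 with *kirre domain-2* rose 2.09-fold, by 1.06 (0.98 to 1.14, control range -0.15 to 0.28). Across the alternatives the loss ran from -1.17 to -0.85 and the gain from 0.95 to 1.16, with no call lost. Intron 1 had 53.2% of its contacts in *kirre domain-2* (51.5 to 54.9) against 26.0% in wild-type and 30.9% in D1 (29.3 to 32.5), and the 5′ UTR had 54.0% (47.1 to 60.8) and 32.5% (26.4 to 39.3). B1 weakened by 1.97, more than 99% of those boundaries, which were picked in wild-type and so lean towards weakening. With a window of 5 bins the weakening was 0.83 and within the range.

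Effects of 5pN-Δ343 beyond D1 were also seen. *kirre domain-2* with the *dnc domain* rose 1.67-fold, by 0.74 (0.65 to 0.84, control range -0.11 to 0.46). Against the mean of wild-type and the enhancer mutant the ratio was 0.40 and within the range. That reference holds the enhancer mutant's own 1.53-fold higher balanced value of this pair, which lowers the ratio. D1 with D2 fell to 0.651, at -0.62 (-0.82 to -0.42), a call that 4 of 13 alternatives ended. Contacts inside D2 had -0.06 and those of *kirre domain-1* with the *dnc domain* 0.38, both within. B2 did not weaken, with a difference of -0.24.

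5pN-Δ755, the largest deletion at B1, gave changes of the same kind as 5pN-Δ343 and of smaller size. The paper states that it keeps the motif of the architectural protein M1BP, which 5pN-Δ343 lacks, and proposes this as a likely reason. It is thus not a larger form of 5pN-Δ343. D1 with *kirre domain-2* rose 1.61-fold, by 0.68 (0.60 to 0.77, control range -0.07 to 0.36), and at 1 kb bins the value was 0.44 and within the range. The 5′ UTR had 38.6% of its contacts in *kirre domain-2* (34.0 to 43.5) and intron 1 had 39.8% (38.2 to 41.4). In D1 these viewpoints had 49.4% (44.5 to 54.3) and 45.5% (43.8 to 47.1), and intron 1 had 2.91% in D2 (2.41 to 3.52), all outside the range. Contacts inside D1 fell to 0.848, at -0.24 (-0.32 to -0.16), below a control range of -0.13 to 0.50 with a median of 0.18. Ratios as low in 5pN-Δ102 (-0.26) and 5pN-Δ183 (-0.24) were within their ranges. Of 13 alternatives 3 ended the call in 5pN-Δ755. D1 with D2 fell to 0.752, at -0.41 (-0.61 to -0.21), which 5 of 13 ended. Contacts inside *kirre domain-2* had 0.01, below a control range of 0.03 to 0.24 that itself lay above 0, and its sign turned under 5 of 12 alternatives (-0.11 by distance). *kirre domain-2* with the *dnc domain* had -0.09 and did not leave the range. The score of B1 differed by 1.1, higher than at 95.5% of comparable boundaries, with the mutant's lowest score within 2 bins (-1.45, at 3132001 to 3133000) in place of -1.13 at B1 itself. This was within the range, but passed it at 5 kb bins (0.67), with windows of 20 bins (0.78) and against well-covered boundaries.

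**Figure D2:**
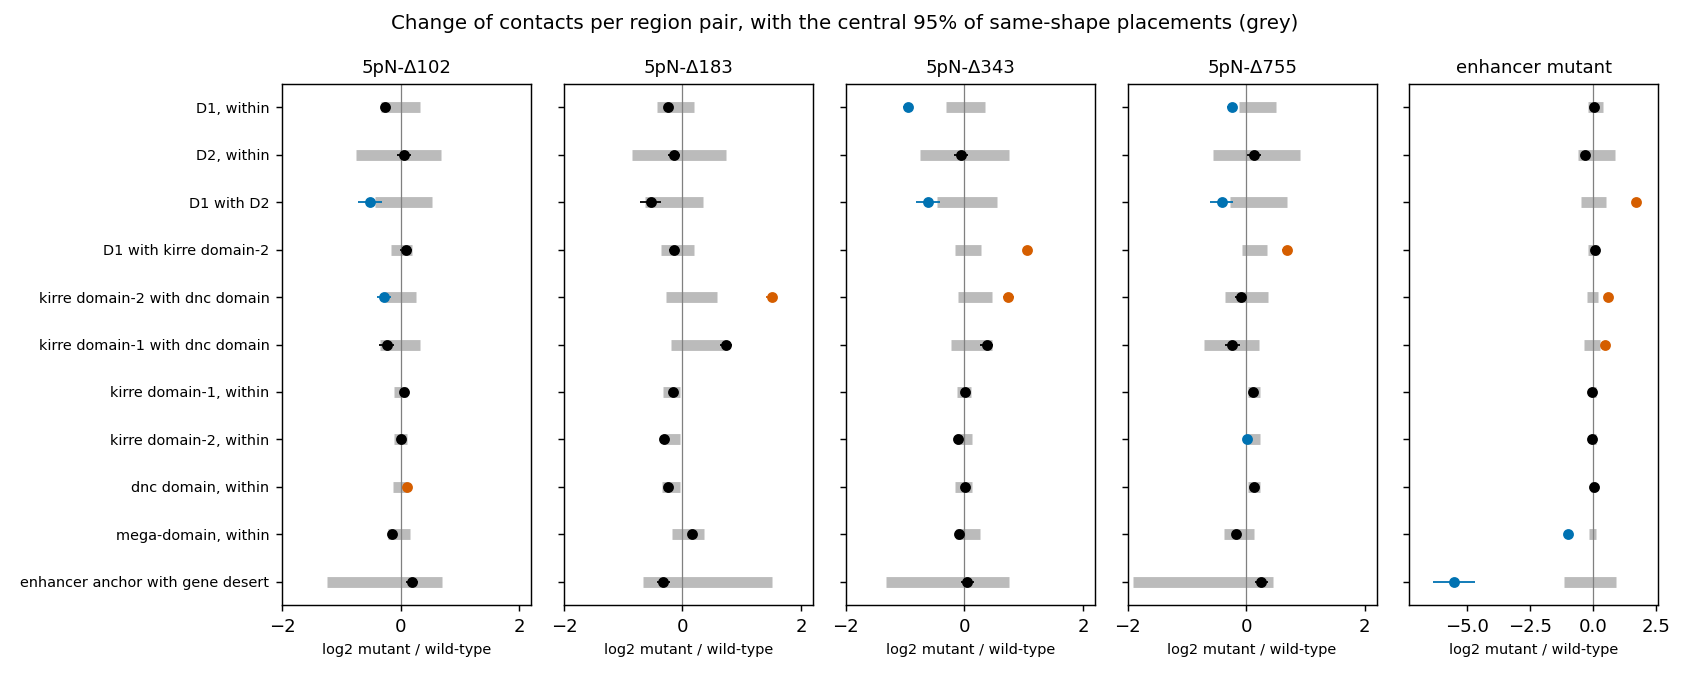
Log2 ratio of mutant to wild-type contacts (horizontal axis) for 11 region pairs in each of the 5 mutants; points are the ratios, thin lines their 95% counting intervals, and grey bars the control ranges. Orange points lie above and blue points below the range, such as D1 with kirre domain-2 in 5pN-Δ343 (1.06), kirre domain-2 with the dnc domain in 5pN-Δ183 (1.5) and the enhancer anchor with the gene desert in the enhancer mutant (-5.52), whose panel has a wider axis.

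The enhancer mutant asked what B2 does between D1 and D2. D1 contacted D2 3.27-fold more often than in wild-type, a log2 ratio of 1.71 (1.55 to 1.86) against a control range of -0.46 to 0.53. All 13 alternatives kept the call, from 0.89 to 2.11. Recovered counts rose from 530 to 904, although D2 and the right end of D1 lie in or beside a stretch of low raw coverage, taken as 928 kb (X, 3151001 to 4079000) from steps of wild-type contacts near its ends. Counts per 20 kb bin were 0.470 of wild-type from 3160001 to 4060000, and the bins with the right end of D1 and with D2 had log2 ratios of -0.58 and -0.85. Exons 7 to 9 had 26.9% of their contacts in D1 (24.4 to 29.5) against 7.80%, 12.0% in *kirre domain-2* (10.3 to 14.0) against 4.39%, and 36.7% in D2 (34.0 to 39.5) against 59.0%. These shares rest on unbalanced counts: the contacts of this viewpoint in D2, inside the span of low coverage, went from 900 to 428, which lowers that share and raises the others, and those in D1 went from 119 to 314. Intron 1 had 9.84% in D2 (8.90 to 10.9) against 5.13%. Its share in D1 was 53.0% (51.4 to 54.7), a loss outside the range, and the 5′ UTR had 52.5% in D1 (47.3 to 57.7) and 7.30% in D2 (5.03 to 10.5), on the same sides of their ranges. The right end of D1 has low coverage, so these lower shares in D1 may follow it. Balanced contacts inside D1 stayed within their range (0.06).

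The score of B2 was -1.55 in the enhancer mutant against -3.07 in wild-type, close to the boundary threshold of -1.5 but still under it. The difference of 1.52 was within the range of comparable boundaries (-0.72 to 2.27) but above it in 4 of 6 alternatives, such as 1.49 with windows of 20 bins. B1 differed by -0.04, and contacts inside D1 (0.06) and of D1 with *kirre domain-2* (0.07) stayed within their ranges. Contacts inside D2 had -0.32 (-0.47 to -0.18), within a control range of -0.62 to 0.89, and in recovered counts, which follow the low coverage, -1.11. The balanced values of *kirre domain-2* with the *dnc domain* rose 1.53-fold, by 0.61 (0.51 to 0.72), and those of *kirre domain-1* with it 1.38-fold, by 0.47 (0.34 to 0.59). Counts per bin in the *dnc domain* were 0.418 of wild-type, and both gains turned in recovered counts, to -0.13 and -0.44. With medians, which are balanced values, the ratio of *kirre domain-1* also turned, to -0.42, and against the mean of wild-type and the mutants of B1 that of *kirre domain-2* was 0.073 and within the range. That reference holds the gains of 5pN-Δ183 (2.83-fold) and 5pN-Δ343 (1.67-fold) in the same pair, which lower the ratio.

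**Figure D3:**
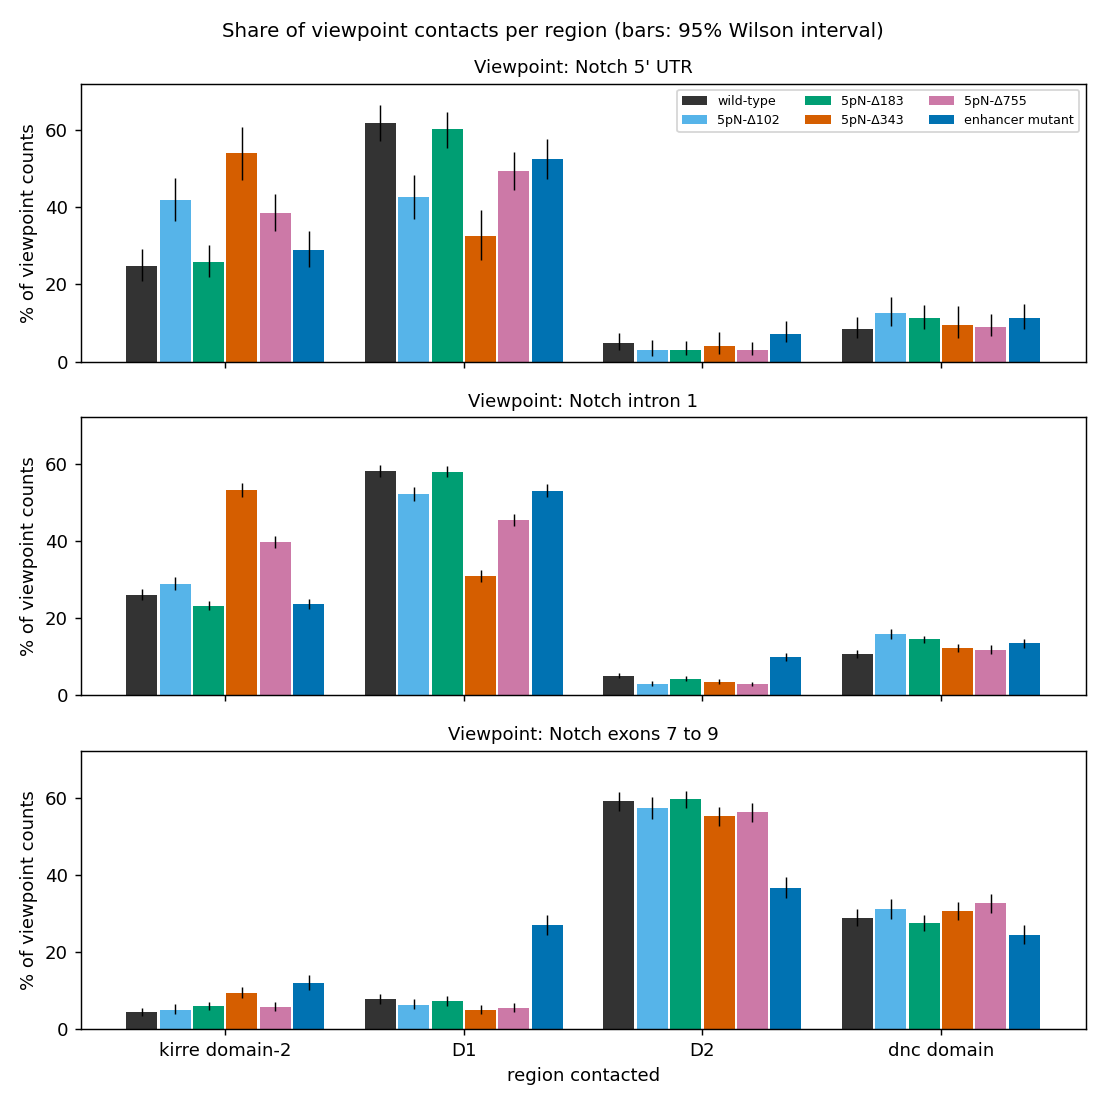
Percent of a viewpoint's contacts with 4 regions together (vertical axis) that fell in each of them. Viewpoints were the Notch 5′ UTR, intron 1 and exons 7 to 9, with 1 bar per genotype and lines for 95% Wilson intervals. From intron 1 the share in kirre domain-2 rises from 26.0% in wild-type to 53.2% in 5pN-Δ343, and from exons 7 to 9 the share in D1 rises from 7.80% to 26.9% in the enhancer mutant.

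The enhancer mutant also bears on a larger structure, the mega-domain from B2 to a gene desert (3971351 to 4075742, 104 kb) near *CG43689*, 912 kb in all. In wild-type the 20 kb anchor at B2 (3160001 to 3180000) contacted the desert at 19.3 times the mean for that distance. In the enhancer mutant these contacts fell to 0.0218 of wild-type, a log2 ratio of -5.52 (-6.36 to -4.69, control range -1.16 to 0.93), on 1308 and 12 counts, and stood at 0.474 of the mean for the distance. Contacts within the mega-domain at 200 kb and more fell to 0.499, by a log2 ratio of -1.0 (-1.05 to -0.96, control range -0.16 to 0.12), and by -1.76 at 400 kb and more. Both losses were called in all alternatives, and recovered counts gave -6.59 and -2.19. The low coverage of this clone spanned most or all of the mega-domain. Steps of wild-type contacts lay in intron 2 of *Notch*, 12 kb left of B2, and in *CG43689*, and at 1 kb the steepest steps of this clone's coverage lay at 3147001 or 3152001 and at 4058000 or 4080000, depending on the window. In contacts with other arms alone, the left step lay at 3152001, 3192001 or 3194001 and the right at 4064000 or 4080000. In the 4 mutants of B1 the anchor had ratios of 0.19, -0.32, 0.05 and 0.25 with the desert, and the mega-domain -0.15, 0.15, -0.08 and -0.17, none outside its range.

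**Figure D4:**
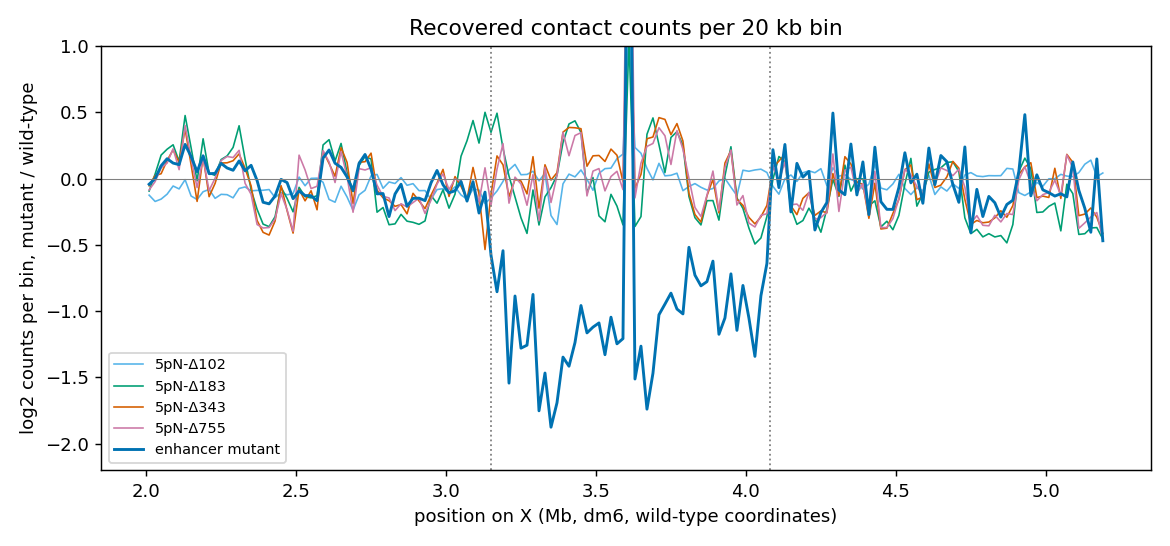
Log2 of recovered contact counts per 20 kb bin, mutant over wild-type (vertical axis), along 3.2 Mb of the X chromosome in wild-type coordinates (Mb), 1 line per mutant; dotted lines mark 3151001 and 4079000. The enhancer mutant lies near -1.09 between the lines and near 0 outside them, and 1 of 160 bins (3600001 to 3620000) leaves the axis at the top.

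In balanced values, promoters inside the mega-domain lost contact with the anchor in the enhancer mutant, mainly those far from it. Of 50 protein-coding genes with a promoter in range, 38 had fewer contacts than in wild-type (76.0%, control range 31.7 to 73.5). In 5pN-Δ102, 5pN-Δ183, 5pN-Δ343 and 5pN-Δ755 there were 26, 25, 31 and 21, all within the range. With the bins beside each promoter added, the enhancer mutant's count was 39 and no longer outside its range. In a split chosen after the values were seen, 22 of 22 genes with at least 10 counts beyond the middle of the mega-domain had fewer contacts (median log2 ratio -3.10), and 13 of 23 before it (median -0.01). In recovered counts, which carry the low coverage, 22 of 22 and 23 of 23 had fewer, and 49 of all 50.

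Single promoters rested on few counts in the mutant. The largest loss was at *CG43689*, a gene the study named at the far end (193 to 1 counts, log2 ratio -6.44, interval -9.28 to -3.61). Among genes the study did not name, the largest were at *Gem4c* and *Vap33*, which share a bin (22 to 1, -4.92, -7.82 to -2.03), at *CG6414* (89 to 1, -4.65, -7.49 to -1.80), and at *lva*, the gene of a Golgi protein, with *CG6428* in the same bin (115 to 2, -4.54, -6.56 to -2.52). The highest ratios were 0.43 (-0.96 to 1.83) at *CG16781*, *CG10801* and *CG16782* in a shared bin, 0.33 (-0.46 to 1.12) at *CG10793* and 0.22 (-0.16 to 0.60) at *ng4*, none beyond counting error, and counts fell at each, for example from 199 to 76 at *ng4*. Of the other genes the study named, *Myc*, a regulator of growth, had -0.41 (-1.69 to 0.86), *Mnt*, a transcription factor of the Myc network, -0.86 (-2.26 to 0.53), and the kinase gene *Tlk* -1.05 (-2.36 to 0.26). *VhaAC39-1*, a subunit of the vacuolar proton pump, had -3.48 (-6.35 to -0.61, 35 to 1 counts). All of these bins lie in the span of low coverage.

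**Figure D5:**
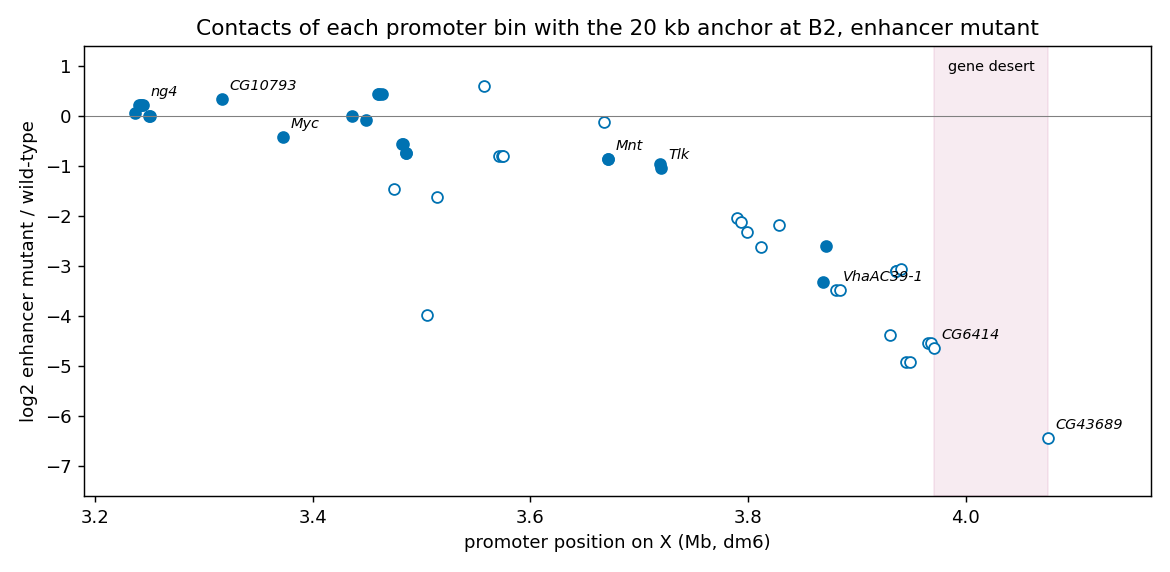
Log2 ratio of enhancer mutant to wild-type contacts between a promoter's 5 kb bin and the 20 kb anchor at B2 (vertical axis) against promoter position on X (Mb); 1 point per gene, 49 genes, open points with at most 3 counts in the mutant (25 genes). The ratios fall from near 0 beside the anchor to -6.44 at CG43689; fd3F had no wild-type contact and is not drawn.

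Away from *Notch*, boundary scores per 1 kb bin correlated with wild-type at r of 0.804, 0.787, 0.785, 0.795 and 0.796 in 5pN-Δ102, 5pN-Δ183, 5pN-Δ343, 5pN-Δ755 and the enhancer mutant, across bins that are not independent of each other. Of 3352 wild-type boundaries, 80.1%, 78.1%, 79.7%, 79.6% and 82.2% were found in them. At a stricter threshold for wild-type alone 1857 boundaries remained, of which 88.7% to 90.0% were kept. The threshold for the mutants was not changed, so the higher shares may follow in part from the unequal thresholds. Contacts inside 7 control loci were within the control range in 32 of 35 comparisons. These loci were the bithorax and Antennapedia complexes, *en* with *inv*, *Dll*, *ph-p* with *ph-d*, *white* and *ct*. The exceptions were at *ct*, a homeobox gene on X, with 0.16 in 5pN-Δ102, 0.19 in 5pN-Δ343 and 0.28 in 5pN-Δ755. *white* lies inside *kirre domain-1* and is no independent control.

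The boundaries that changed most in each mutant lay mainly in poorly covered bins near centromeres, with 3.42% to 128% of the counts of their arm's median bin. In 5pN-Δ102 the genes nearest to the boundaries that weakened most were *Spf45* (7.04), *Dbp80* (3.93) and *CG40813* (3.70), and those that strengthened most lay near *l(2)41Ab* (-2.39), *CG40191* (-2.09) and *CG40813* (-2.04, at another bin). In 5pN-Δ183 weakening was largest at 2 bins near *Myo81F* (4.85 and 4.83) and at *FASN3* (4.36), and strengthening at *dpr21* (-2.91), *TpnC41C* (-2.09) and *Tpst* (-2.06). In 5pN-Δ343 *DIP1* (5.12), *ATbp* (4.79) and *Myo81F* (4.71) stood against *FASN3* (-2.82), *Myo81F* (-2.61) and *RYa* (-1.75). In 5pN-Δ755 *Spf45* (10.84), *Myo81F* (4.54) and *Dbp80* (3.36) stood against *l(2)41Ab* (-6.18), *CG17684* (-2.04) and *CG40470* (-1.96). In the enhancer mutant *Dbp80* (4.75), *Myo81F* (4.50) and *ATbp* (3.88) stood against *l(2)41Ab* (-2.44), *DIP-lambda* (-2.2) and *DIP1* (-1.72). *FASN3* and *DIP1* thus weakened in 1 mutant and strengthened in another.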

Values the study reported

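The study gave D1 a size of 31 kb and D2 one of 9 kb. It described the 2 domains of kirre as about 200 kb each and the dnc domain as about 150 kb. Replicate libraries of the mutants correlated at 0.91 to 0.94. For contacts inside D1 in the mutant lacking the promoter proximal region the study gave a p-value of 6.87e-9. For the increase between kirre domain-2 and the dnc domain after removal of the intergenic region it gave 2.2e-16. A decrease inside D2 in the mutant lacking both sequences had a p-value of 0.01957. In the enhancer mutant it reported a p-value of 2.2e-16 for the rise of contacts from D1 to D2 and one of 0.0003939 for the fall inside D2. It placed a contact domain of 1 Mb between B2 and a gene desert of about 100 kb, and found 34 of 59 genes inside it differentially expressed in the enhancer mutant, 31 of them lower, by 50% on average.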

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

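The tests of an extra copy, of a partial deletion and of joined ends were set before their results were seen, and those of a junction's size and of an unchanged copy number were chosen afterwards.

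Raw coverage, which balancing removes from the ratios compared, stood out in the enhancer mutant and in part of X in 5pN-Δ183. Recovered counts per 20 kb bin from 3160001 to 4060000 on X in the enhancer mutant had a log2 ratio to wild-type of -1.09 (0.470 of wild-type), below each of 6207 segments of that length elsewhere (central 95% from -0.16 to 0.12). The flanking 1 Mb on the left had 0.978 and on the right 0.942 of wild-type, and the 4 mutants of B1 had 1.02, 0.921, 1.07 and 1.02 inside the segment. Counting only contacts with other chromosome arms, which hold none of the contacts lost, the ratio was -0.78 (central 95% from -0.26 to 0.23). Between steps of wild-type contacts at 3151001, in intron 2 of *Notch*, and 4079000, in *CG43689*, lay 54 protein-coding promoters. Among windows of 500 kb the lowest in this clone lay here (-1.27) and the next lowest elsewhere had -0.20, while the lowest in the other mutants was -0.45 in 5pN-Δ183. In 5pN-Δ183 counts from 3060001 to 3220000, which hold *Notch*, had 0.32, above a range of -0.43 to 0.29 in a span picked by its steps; it is weighed with the gain of *kirre domain-2* with the *dnc domain*.

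The segment overlaps the mega-domain whose contacts were lost. A loss of contacts from the enhancer with no change of copy number would keep coverage inside the range, where -1.09 was found. That value includes the lost contacts, which lower it by themselves. Contacts with other arms alone hold none of them, and their -0.78 (central 95% from -0.26 to 0.23) argues against such a loss as the whole cause. Unbalanced contacts inside the *dnc domain* (-1.39) carry the same low coverage. A deletion on part of the X copies would raise contacts between the flanks, which had -0.71 (central 95% from -0.74 to 0.46, 166 to 98 counts). A candidate explanation is an additional copy in wild-type and the B1 mutants that the enhancer clone lacks. Whether it is joined head to tail cannot be told apart from a loop between the enhancer and the desert. Contacts between opposite ends stood at 0.299 of the level expected across such a junction in wild-type and 0.0150 in the enhancer mutant, but these are the contacts whose loss is to be explained. The steps of coverage in contacts with other arms lay up to 41 kb from the ends of the wild-type contacts with windows of 20 bins, the setting fixed beforehand, 43 kb with 40 bins and 1 kb with 10 bins, so the bound of 10 kb set against joined ends was passed in part of the windows only; that every window must agree was decided after these values were seen. A model with a junction and an assumed share of copies gave a mega-domain change of -0.67 where -0.93 was observed over expected, which does not show that a junction exists. From wild-type coverage alone an extra copy cannot be told apart from ordinary variation along X. The segment had 1.49 times the coverage of its flanks in medians (1.26 in means), inside a range of 0.257 to 2.2. The bound set beforehand, which counted any value inside the range against an extra copy, was wrong because that range would hold a true doubling. In the enhancer mutant the segment had 0.649 times the coverage of its flanks in medians, inside a range of 0.391 to 2.19. That range is also too wide to tell a missing extra copy from a loss in the clone. Where such a copy lies stays open, since losing one beside the segment would bring the flanks nearer and their contacts did not rise; whether it went with the CRISPR deletion or differed between clones before, and how much of the lost mega-domain is due to the enhancer itself, were not tested.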

How the results depend on the processing

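Undoing the rounding, its version with X placements and the well-covered boundaries were chosen after the data had been seen; the other settings were planned. Of 750 recalculations of 75 results under 23 settings, 661 kept their call, 35 lost a call, 41 gained one, 8 reversed and 5 counts moved. For 30 results the call was the same in every alternative tried on them. Direction was compared only for results called in the main setting. A value that stayed within its range counted as the same even where its sign changed. Where no cause is named below, the cause was not tested. No paired analysis was possible because the files hold 1 pooled matrix per genotype, and for the same reason no replicate was left out in turn. D2 at 5 kb holds no usable bin pair, *eve* was too short, and viewpoint shares and control loci were run at 1 setting. Depth limits the anchor with the desert in the enhancer mutant (12 counts) and single promoters most.

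In recovered counts before ICE, the enhancer mutant's *kirre domain-2* and *kirre domain-1* with the *dnc domain* reversed (-0.13 and -0.44), and its D2 (-1.11) and *dnc domain* (-1.39) became losses, as counts carry the low coverage of this clone. There 5pN-Δ755 inside *kirre domain-2* reversed (-0.00511), D1 in 5pN-Δ102 (-0.35) and *kirre domain-1* with *dnc domain* in 5pN-Δ343 (0.34) gained a call, and D1 in 5pN-Δ755 (-0.39), D1 with D2 in 5pN-Δ343 (-0.64) and the *dnc domain* in 5pN-Δ102 (0.15) lost it. With medians, *kirre domain-1* with *dnc domain* reversed in the enhancer mutant (-0.42) and passed in 5pN-Δ183 (0.76); calls ended for D1 in 5pN-Δ755 (-0.27), D1 with D2 in 5pN-Δ102 (-0.31), 5pN-Δ343 (-0.34) and 5pN-Δ755 (-0.21), *kirre domain-2* with *dnc domain* (-0.34) and the *dnc domain* (0.068) in 5pN-Δ102, and *kirre domain-2* in 5pN-Δ755 (0.00596). Over bin pairs with a value only, D1 with D2 lost its call in 5pN-Δ102 (-0.34) and 5pN-Δ755 (-0.13), as did *kirre domain-2* with *dnc domain* in 5pN-Δ102 (-0.14), while *kirre domain-1* with *dnc domain* in 5pN-Δ183 (0.71) and *kirre domain-1* in the enhancer mutant (-0.052) passed.

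With domain edges moved in, D1 in 5pN-Δ755 lost its call (-0.17). With bins near the enhancer left out, D1 with D2 lost it in 5pN-Δ102 (-0.44), 5pN-Δ343 (-0.51) and 5pN-Δ755 (-0.23). At 5 kb, D1 with D2 lost it in 5pN-Δ102 (-0.39) and 5pN-Δ755 (-0.13), and scores passed at B1 in 5pN-Δ755 (0.67) and at B2 in 5pN-Δ102 (-0.32), 5pN-Δ183 (0.88), 5pN-Δ755 (-0.31) and the enhancer mutant (0.59). At 1 kb, D1 with *kirre domain-2* in 5pN-Δ755 lost its call (0.44). At 20 kb, *kirre domain-1* with *dnc domain* in 5pN-Δ102 passed (-0.57) and *kirre domain-2* in 5pN-Δ755 did not (0.045).

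By distance, *kirre domain-2* reversed in 5pN-Δ755 (-0.11) and passed in 5pN-Δ183 (-0.18). Scaled to X it reversed in 5pN-Δ755 (-0.000591), and with X placements it passed in 5pN-Δ183 (-0.32). Against placements at a boundary, *kirre domain-2* in 5pN-Δ183 (-0.32) and 5pN-Δ343 (-0.11) and *kirre domain-1* with *dnc domain* in 5pN-Δ183 (0.74) passed, and *kirre domain-2* with *dnc domain* (-0.29) and the *dnc domain* (0.11) in 5pN-Δ102 did not. With rounding undone, *kirre domain-2* in 5pN-Δ755 reversed (-0.082 under both placements), D1 with D2 (-0.54) and the *dnc domain* (0.071) in 5pN-Δ102 lost their calls, and with X placements also D1 with D2 in 5pN-Δ102 (-0.54), 5pN-Δ343 (-0.61) and 5pN-Δ755 (-0.53) and *kirre domain-1* with *dnc domain* in the enhancer mutant (0.46), while *kirre domain-2* in 5pN-Δ183 (-0.19) and the *dnc domain* in the enhancer mutant (0.13) passed.

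Against the mean of wild-type and the mutants of the other boundary, the reference itself holds the enhancer mutant's losses and gains, so the mega-domain passed in the 4 B1 mutants (0.27, 0.57, 0.33 and 0.24), as did the anchor with the desert in 5pN-Δ102 (1.16), 5pN-Δ343 (1.02) and 5pN-Δ755 (1.22), and D1 with D2 in 5pN-Δ183 (-1.63). *kirre domain-2* with *dnc domain* lost its call in 5pN-Δ343 (0.40) and the enhancer mutant (0.073) and passed in 5pN-Δ755 (-0.43). For this pair the reference of the B1 mutants holds the enhancer mutant's gain. That of the enhancer mutant holds the gains of 5pN-Δ183 and 5pN-Δ343. Such references lower these ratios. In the enhancer mutant D1 (0.36) and D1 with *kirre domain-2* (-0.35) passed, as did *kirre domain-1* with *dnc domain* in 5pN-Δ102 (-0.49); *kirre domain-2* in 5pN-Δ755 (0.042) and the *dnc domain* in 5pN-Δ102 (0.092) lost their calls.

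Scores at B1 lost the call with windows of 5 bins in 5pN-Δ343 (0.83) and passed with 20 bins in 5pN-Δ102 (0.57) and 5pN-Δ755 (0.78), with 40 bins in 5pN-Δ183 (-0.13), and against well-covered boundaries in 5pN-Δ102 (0.40) and 5pN-Δ755 (1.1). At B2 the enhancer mutant passed with 20 bins (1.49), 40 bins (1.31) and well-covered boundaries (1.52), and 5pN-Δ102 with 40 bins (-0.40). With neighbouring bins, 39 promoters had fewer contacts in the enhancer mutant (38 otherwise), no longer past the range. At the stricter threshold, set for wild-type alone, 1660, 1657, 1648, 1659 and 1672 boundaries were kept, as fewer were tested. Losses of D1 in 5pN-Δ343, of the mega-domain and of the anchor with the desert, and gains of D1 with *kirre domain-2* in 5pN-Δ343, D1 with D2 in the enhancer mutant and *kirre domain-2* with *dnc domain* in 5pN-Δ183 kept their calls in all settings run on them.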

Other observations

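The tests of a copy-number step for D1 with D2 and of a junction for *kirre domain-2* with the *dnc domain* were set before their results were seen; the others in this part were chosen afterwards.

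The overall spread of contacts differed between clones. Contacts between chromosome arms made up 7.05% of the balanced signal in wild-type, 5.94% in 5pN-Δ102, 9.37% in 5pN-Δ183, 5.02% in 5pN-Δ343, 4.53% in 5pN-Δ755 and 7.61% in the enhancer mutant. Contacts within 20 kb ran from 34.2% in 5pN-Δ183 to 40.2% in 5pN-Δ755, with 37.1% in wild-type. Arm 2R held 24.4% of the counts in 5pN-Δ183 against 22.4% in wild-type and 22.1% to 22.6% in the other mutants. The window of 500 kb with the highest coverage against wild-type lay near the end of 2R in 5pN-Δ102 (24780001 to 25280000, log2 ratio 0.26) and the enhancer mutant (24520001 to 25020000, 0.33), elsewhere on 2R in 5pN-Δ183 (17260001 to 17760000, 0.36), and on X in 5pN-Δ343 (15620001 to 16120000, 0.26) and 5pN-Δ755 (13600001 to 14100000, 0.38); 5pN-Δ343 had 0.25 at the first of these.

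The gain of D1 with D2 contacts in the enhancer mutant crosses the left end of the low coverage, which in all contacts lies inside D1. If the step and its balancing made the gain, the part of D1 right of the end, which shares its coverage with D2, would stay within the range, but it gained 2.06 (central 95% from -0.61 to 0.70) and 0.73 in recovered counts (243 to 371), above a range of -0.51 to 0.42. The part left of it gained 1.38, and 1.01 in counts. The nearer distance after the deletion accounts for less than the gain, since contacts over those expected at the new distance rose by 1.41 (central 95% from -0.49 to 0.50). A loss of separation at B2 with the enhancer is a biological explanation that stays open, as a hypothesis. The size of the gain may still be affected by the coverage, as the smaller value in unbalanced counts shows. Other differences of this clone were not tested apart from the deletion.

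The gain of *kirre domain-2* with *dnc domain* contacts in 5pN-Δ183 was above 0 in 64 of 64 bin pairs of 20 kb, with a median of 1.05. Only the wild-type counts had been rounded in this comparison, yet with the rounding undone the gain was 1.26 (central 95% from -0.43 to 0.43), and against placements whose wild-type contacts were as rare for their distance it was 1.34, above a range of -0.05 to 0.48, which argues against both as the whole cause. An additional copy in this clone is not excluded. Coverage was raised from 3060001 to 3220000, at 0.32 against wild-type (central 95% from -0.43 to 0.29) and 0.41 against the mean of 5pN-Δ343 and 5pN-Δ755 (from -0.23 to 0.35), but in contacts with other arms alone it was 0.24, within -0.39 to 0.35. As this span was also picked by its steps, a copy change cannot be told apart from ordinary variation on coverage alone. The left step lay at 3045001 or 3050001 and the right one between 3185000 and 3230000, depending on the window and reference.

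A copy of this span joined head to tail in the 5pN-Δ183 clone would bring parts inside the span nearer to each other, but no part inside nearer to one outside. Between these, recovered counts rose by 1.56 (*kirre domain-2* inside, central 95% from -0.53 to 0.78) and 1.45 (*dnc domain* inside, from -0.52 to 0.83), more than the steps of coverage of up to 0.67, which argues against such a copy as the cause of that part of the gain. For the part inside the span it stays open. Contacts within 50 kb inside both ends stood at 0.563 of the level expected at their summed distance to the ends and at 0.245 and 0.222 just outside the left and the right end, but these contacts belong to the gain itself, so a junction cannot be told apart from a gain that is strongest there. The highest bin pair with at least 20 counts in the mutant lay 1.34 above the block (counting interval 0.43 to 2.26). This was under the bound of 2 set beforehand against a junction, which named no interval. Because the interval reaches past 2, the question is left undecided here. Between the parts outside the span the gain was 0.94, above a range of -0.28 to 0.81 by less than its counting error, and in recovered counts 0.65 lay within -0.44 to 0.82, so no cause can be given for that part. Other arrangements of a copy were not tested. 5pN-Δ343, which lacks both sequences and had no raised coverage there (-0.12), gained 0.77 inside and 0.62 outside the span. 5pN-Δ755, a longer deletion that keeps the M1BP motif, was also without raised coverage (-0.099). It had -0.40 inside, below a range of -0.29 to 0.49, and -0.30 outside, within its range. An effect of the deleted intergenic sequence in 5pN-Δ183 stays open, untested apart from the short insertion in that mutant and from the clone.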
